A study of Mus musculus with 2 samples. Its data were reported in "RBBP4 is an epigenetic barrier for the induced transition of pluripotent stem cells into totipotent 2C-like cells" (2023).

How the data were processed

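Single-cell RNA sequencing was carried out by the authors on mouse embryonic stem cells (mESCs) of the line 46C in which the endogenous *Rbbp4* gene carried an auxin-inducible degron. A degron is a protein tag that brings about destruction of the tagged protein once the plant hormone auxin is added, here with the help of the plant receptor Tir1. There were 2 libraries, 1 before auxin (Rbbp4-AID 0 h) and 1 after 24 h of auxin (Rbbp4-AID 24 h), and groups were taken from the treatment label. Droplet libraries were made with the DNBelab C4 kit, in which transcripts carry a cell barcode and a unique molecular identifier (UMI).

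The authors deposited raw UMI counts per gene and cell, which the header attributes to the program PISA. The aligner, genome build and annotation behind these counts were not stated for this data type, so no coordinates are given. Of 29066 gene symbols with a UMI in either library, 28339 matched symbols of GENCODE M21 (GRCm38), which was used only for chromosomes and gene types. The lowest barcode held 1003 UMIs, so a minimum on UMIs had already been applied. The filter described in the study's methods, at least 200 genes and at most 10% mitochondrial UMIs, had not been applied to the deposited counts and was applied here. It kept 8514 of 9122 barcodes at 0 h and 7012 of 8432 at 24 h.

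UMIs of the kept cells were summed per library and expressed as CPM, the UMIs of a gene relative to all UMIs of its library. Ratios were taken as log2((CPM at 24 h + 1) / (CPM at 0 h + 1)) for ranking genes and for gene lists, and from the plain CPM for single levels. Because there was 1 library per group, no test was run, and no p-value or count of changed genes is given. Sums of UMIs carry exact Poisson 95% intervals, shares carry exact (Clopper-Pearson) binomial 95% intervals, and ratios carry exact conditional binomial 95% intervals. For a count of 0, the limit given is the share that 3 counts of the total would make, in place of the binomial bound. All intervals cover counting error only and leave out any difference between cultures or library preparations. Intervals on UMIs also treat each UMI as independent and leave out variation between cells. They are therefore too narrow where the UMIs of a gene or class lie in few cells. The median of each gene list was placed among 10000 random lists of the same size, drawn from genes within 100 ranks of each member on mean expression.

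For shares of cells with given transcripts and for cell cycle phases, each cell was thinned to 5000 UMIs without replacement. This left out 307 cells at 0 h and 435 at 24 h. Phases were scored with S and G2/M gene lists in scanpy 1.11.5, where the higher score above 0 gave the phase and other cells were called G1. Clustering used log-normalized counts of both libraries together, 2000 variable genes, 30 principal components, 20 neighbours and the Leiden algorithm (leidenalg 0.10.2) at resolution 1, without batch correction. Genes of the marker, 2C readout and pluripotency lists were kept out of the clustering features. A cluster was called 2C-like, after the 2-cell (2C) embryo, when at least 3 of the 2C naming genes were among its 10 leading genes by fold over other cells. The markers were fixed before the data were examined, and the number required was set afterwards. *Dux* and *Zscan4a*, 2 of the 24 naming genes, did not match a symbol and are not analysed here. The Zscan4 family stands for the 5 genes *Zscan4b* to *Zscan4f*.

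Genes named in the text are the 10 with the highest and the 10 with the lowest log2 ratio among genes of at least 10 CPM in one or both libraries, the genes *Rbbp4* and *Rbbp7*, the 2C readout and pluripotency genes, and from every other list the 3 genes with the largest absolute log2 ratio at that level. One selected gene is not reported here. Other genes named in the closing section were chosen after their values were seen. The lists were the 2C naming, 2C readout, pluripotency, primed, primitive endoderm, trophoblast, p53 target, germline, S phase, G2/M phase and partner (chromatin regulators) genes, and a list of aryl hydrocarbon receptor targets written after the first results.

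Scrublet, as run in scanpy, marked 1 cell in each library, which is too few for a working doublet call, so doublets were kept. Alternatives were the scaling (median of gene ratios, or totals without mitochondrial and ribosomal protein genes), equal weight for each cell, stricter cells (at least 1000 genes and at most 5% mitochondrial UMIs), other pseudocounts, gene minimums, thinning depths, UMI and gene thresholds, and other clustering settings. Leaving out the highest 5% of Scrublet scores, using all deposited barcodes, leaving 100 leading genes of the 2C-like cluster out of the features, and counting *Zscan4* pseudogenes were added after the data were seen. The summing and list steps were tested on simulated counts with 200 genes changed by a known factor. Of these, 100% were among the 200 largest differences of 8577 genes, with a median error of 0.025 on the log2 scale, and 9 of 100 unchanged lists fell below the 5th or above the 95th percentile. The changes were 2-fold, the noise was Poisson only, and changed and unchanged genes were drawn from those of at least 10 CPM. High recovery was nearly assured. The check does not cover genes at lower levels or differences between library preparations. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.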

Results

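The transcriptomes of single *Rbbp4*-AID mESCs were compared before and after 24 h of auxin-induced degradation of RBBP4, a histone-binding subunit of several chromatin complexes. After filtering, the 0 h library held 8514 cells with 160340033 UMIs, and the 24 h library held 7012 cells with 159200136 UMIs. The median cell had 17059 UMIs and 4412 genes at 0 h, and 21405 UMIs and 5217.5 genes at 24 h. With 1 library per group, no difference below has a replicate check, and every interval covers counting error only.

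The targeted gene was examined first. The degron removes protein and not transcript, so the level of *Rbbp4* RNA does not measure the depletion. *Rbbp4* (chromosome 4) was at 40.2 CPM at 0 h (95% interval 39.2 to 41.2) and at 70.4 CPM at 24 h (69.1 to 71.7), a ratio of 1.75 (1.70 to 1.81). Its homolog *Rbbp7* (chromosome X) was at 334 CPM (331 to 337) and 330 CPM (327 to 332), a ratio of 0.986 (0.974 to 0.998). The log2 ratio of *Rbbp4* was 0.81 and moved most with stricter cells, to 1.06, and was 0.57 when libraries were scaled by the median of gene ratios. That scaling moved the median log2 ratio from 0.077 (over 8913 genes) to -0.16 (over 8886 genes), and it moved *Rbbp7* to -0.25. With stricter cells *Rbbp7* was at 0.16, so no direction is given for it. The stricter set was not a deeper one at 24 h. It held 391 cells with a median of 9493 UMIs, against 21405 in the main set. When clustered, 113 of these 391 fell in a shallow cluster (median 3504 UMIs, 1.22% mitochondrial UMIs), against 27 of 2329 at 0 h. Values for stricter cells, here and below, may thus reflect which cells were kept.

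To ask whether transcripts of the 2C program differed, the 6 2C readout genes were summed. They made up 20.1 CPM (19.4 to 20.8) at 0 h and 182 CPM (180 to 184) at 24 h, a ratio of 9.07 (8.75 to 9.41). The log2 ratio of 3.18 moved most with stricter cells, to 3.83, and was 2.86 with equal weight for each cell. Most of these UMIs lay in the few cells called 2C-like below. These were 2999 of 3216 UMIs in 90 cells at 0 h, and 26615 of 28968 UMIs in 344 cells at 24 h. The intervals leave out variation between these cells and are too narrow. *Zscan4d* rose from 7.17 to 60.9 CPM and *Zscan4c* from 6.55 to 51.1 CPM. *Gm4027* rose from 3.69 to 26.9 CPM and *Gm13119* from 1.91 to 5.53 CPM. *Usp17la* was at 0.368 CPM (0.280 to 0.475) at 0 h and 20.6 CPM (19.9 to 21.3) at 24 h. *Usp17le* was at 0.368 CPM and 17.0 CPM. These genes have close paralogs between which reads can be split, so the division of the counts among family members is uncertain.

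The share of cells carrying these transcripts was then compared at equal depth. After thinning, a Zscan4 family UMI was found in 78 of 8207 cells (0.950%, 0.752 to 1.18) at 0 h and in 372 of 6577 cells (5.66%, 5.11 to 6.24) at 24 h. The ratio of shares was 5.95 (4.65 to 7.70) and moved most with stricter cells, to 8.21. Without thinning the shares were 1.69% and 10.6%. In cells outside the 2C-like cluster the thinned share was 0.369% (0.249 to 0.526) at 0 h and 2.03% (1.69 to 2.41) at 24 h. Before thinning, 2 of the 8424 outside cells at 0 h and 35 of the 6668 at 24 h held at least 5 UMIs of the family, so the outside share is an upper limit for the background and not the background itself. Within the cluster it was 63.2% and 79.0%. Median depths before thinning were 17586 UMIs outside and 14046.5 UMIs inside the cluster at 0 h, and 22514 and 19127.5 UMIs at 24 h. At least 3 naming genes were detected in 44 of 8207 cells (0.536%, 0.390 to 0.719) at 0 h and in 177 of 6577 cells (2.69%, 2.31 to 3.11) at 24 h, a ratio of 5.02 (3.59 to 7.15) that was 9.08 with stricter cells. Without thinning these shares were 0.752% and 4.38%. Outside the 2C-like cluster 0 of 8131 cells at 0 h, which allows a share of up to 0.0369%, and 4 of 6267 cells (0.0638%) at 24 h carried at least 3 naming genes.

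Clustering gave 11 clusters, of which 7 drew over 90% of their cells from 1 library, so most clusters may stand for a library and are not compared. A single cluster was named 2C-like, with 4 naming genes among its 10 leading genes. It held 90 of 8514 cells at 0 h (1.06%, 0.851 to 1.30) and 344 of 7012 cells at 24 h (4.91%, 4.41 to 5.44). The ratio of shares was 4.64 (3.67 to 5.92). It ranged from 3.78 with each library clustered on its own to 5.63 at Leiden resolution 2, and was 4.26 when the 100 leading genes of the cluster were also kept out of the features. No cluster was named primed-like, primitive endoderm-like or trophoblast-like.

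**Figure D1:**
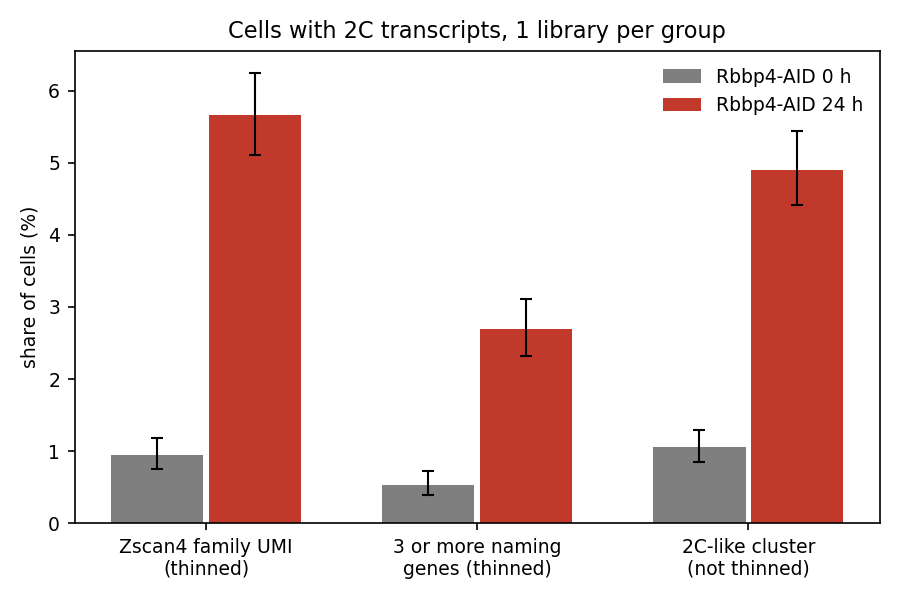
Share of cells (%) with a Zscan4 family UMI, with at least 3 naming genes, and in the 2C-like cluster, for the 0 h (grey) and 24 h (red) libraries, with exact binomial 95% intervals as error bars. All 3 shares were higher at 24 h, for example 5.66% against 0.950% for the Zscan4 family.

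**Figure D2:**
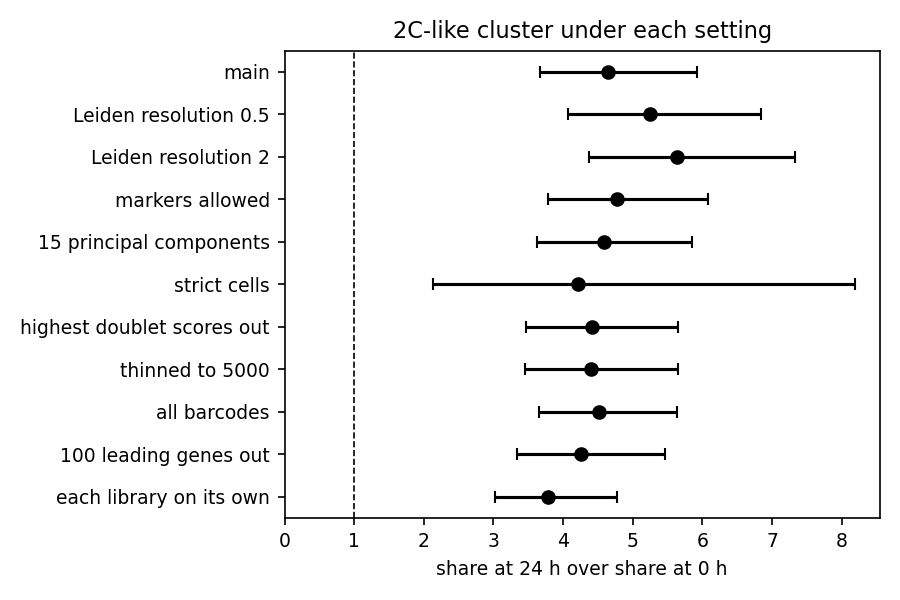
Share of cells in the 2C-like cluster at 24 h over that at 0 h under each clustering setting (points) with exact 95% intervals that cover counting error only (bars); the dashed line marks equal shares. The ratio lay between 3.78 and 5.63.

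Levels in 2C-like cells were set against those in other cells of the same library, with none of these genes among the clustering features. The summed 2C readout genes were at 2185 CPM in 2C-like cells and 1.37 CPM in other cells at 0 h, and at 4095 and 15.4 CPM at 24 h. *Pou5f1* was lower in 2C-like cells, with ratios of 0.681 (0.635 to 0.730) at 0 h and 0.612 (0.588 to 0.637) at 24 h. *Sox2* had ratios of 0.825 and 0.756, *Esrrb* of 0.629 and 0.751, *Zfp42* of 0.915 and 0.827, and *Tdgf1* of 0.651 and 0.775. With stricter cells the 2C-like cluster held only 24 cells at 0 h and 17 at 24 h, which limits the values for stricter cells in this paragraph. The log2 ratio of *Sox2* changed sign there in both libraries, to 0.035 and 0.038. In the same cells at 24 h that of *Pou5f1* went from -0.71 to -1.25, that of *Esrrb* from -0.41 to -1.99 and that of *Tdgf1* from -0.37 to -2.78. For *Zfp42* at 0 h it went from -0.13 to -0.0043 with stricter cells and -0.019 when cells were thinned. It went the other way at Leiden resolution 0.5 (-0.22) and resolution 2 (-0.21). At 24 h that of *Zfp42* went from -0.27 to -0.70 with stricter cells. *Sall4* was higher in 2C-like cells, with ratios of 2.06 and 1.54. *Nanog* had ratios of 1.21 (1.14 to 1.28) and 1.03 (1.01 to 1.06), and its direction at 24 h changed under 4 alternatives. Its log2 ratio of 0.27 at 0 h ranged from 0.053 at Leiden resolution 0.5 and 0.065 at resolution 2 to 0.38 with stricter cells and when cells were thinned. *Klf4* had ratios of 0.959 (0.864 to 1.06) and 1.004 (0.959 to 1.05), within counting error under the main clustering. Its log2 ratio of -0.061 at 0 h was -0.30 at resolution 0.5, -0.31 at resolution 2 and -0.23 with markers allowed among the features. At 24 h it was 0.0065 and ranged from -0.62 with stricter cells to 0.087 with markers allowed, so no direction is given for *Klf4*.

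Over all cells, *Pou5f1* fell from 860 to 607 CPM, a ratio of 0.706, while *Nanog* rose from 773 to 996 CPM, a ratio of 1.29. *Zfp42* had a ratio of 0.788, *Sox2* of 0.868, *Esrrb* of 0.873, *Tdgf1* of 0.960, *Sall4* of 0.974 and *Klf4* of 1.02. The log2 ratio of *Sall4* was -0.037 and changed sign with equal weight for each cell, to 0.046, and with stricter cells, to 0.18. Under scaling by the median of gene ratios the log2 ratio of *Klf4* changed sign, from 0.025 to -0.21. The same scaling lowered *Nanog* from 0.37 to 0.13, *Tdgf1* from -0.059 to -0.29 and *Sall4* from -0.037 to -0.27.

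Cell cycle phases were compared after thinning. S phase was assigned to 38.5% of cells (37.4 to 39.6) at 0 h and 51.3% (50.1 to 52.5) at 24 h, and G2/M to 58.3% (57.2 to 59.4) and 47.5% (46.3 to 48.7). G1 was assigned to 3.19% (2.82 to 3.60) and 1.20% (0.952 to 1.49). Without thinning, S was 34.1% and 43.0%, G2/M 62.7% and 56.4%, and G1 3.15% and 0.599%. With stricter cells the ratios of shares were 1.06 (0.855 to 1.30) for S and 0.951 (0.793 to 1.13) for G2/M, both with 1 inside the interval. The higher score gave the phase, so lower G2/M scores alone could raise the S share. The S phase list was not higher at 24 h (median log2 ratio -0.050), while the G2/M list was lower (-0.37). The ratio of G1 shares was 0.376, and it was 0.864 when cells were thinned to 2500 UMIs. With stricter cells it was 1.33 (0.461 to 3.15), resting on 6 of 250 cells at 24 h. No direction is given for G1. The study reported, from staining of DNA content, arrest in G1 and S and fewer cells in G2. That measure is unlike these transcript scores.

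Gene lists fixed beforehand were summarised by the median of their log2 ratios. The 2C readout list (median 2.85), the 2C naming list (0.92), the primitive endoderm list (0.80) and the p53 target list (0.66) lay above all 10000 matched random lists. The germline list had a median of 0.54 at percentile 99.8, and the trophoblast list one of 0.47 at percentile 99.1. The G2/M list had a median of -0.37 at percentile 0, below all random lists. The primed list (0.16, percentile 56.0), the pluripotency list (-0.13, percentile 45.3), the S phase list (-0.050, percentile 14.0) and the partner list (-0.11, percentile 11.5) lay within the random lists. The 2C readout list moved most, to 1.49 with a pseudocount of 10 CPM. These percentiles describe these libraries and are not a test.

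**Figure D3:**
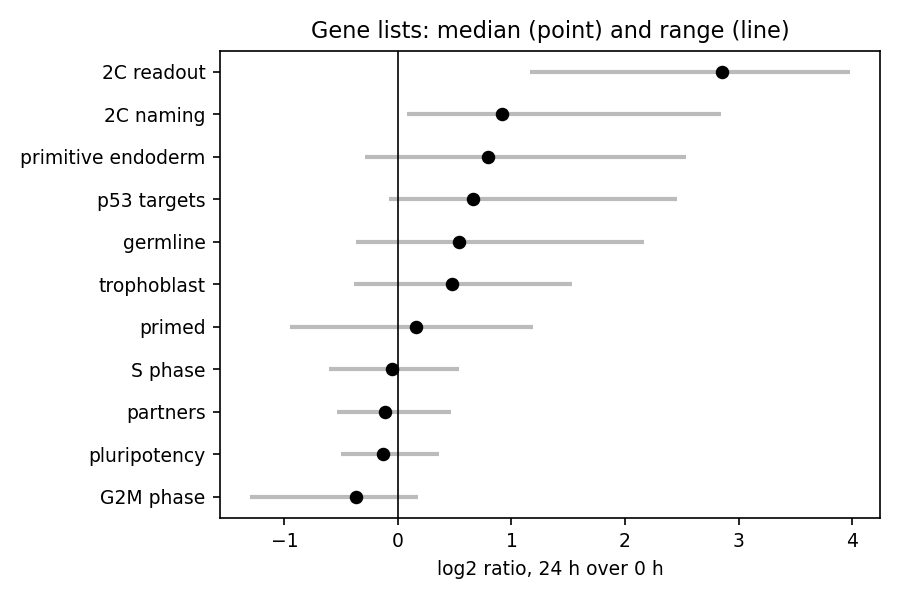
Median (point) and range (line) of the log2 ratio of CPM at 24 h over 0 h for each gene list; the vertical line marks no difference. The 2C readout list had the highest median, 2.85, and the G2/M list the lowest, -0.37.

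Within the lists, among genes of at least 10 CPM in one or both libraries, the 3 genes with the largest differences were, for p53 targets, *Pmaip1* (log2 ratio 2.46), *Perp* (1.49) and *Btg2* (1.09), and for the G2/M list *Cenpa* (-1.30), *Kif23* (-1.07) and *Mki67* (-1.06). For the 2C naming list they were *Gm8300* (2.49), *Gm5662* (2.27) and *Gm20767* (1.66), and for the germline list *Taf7l* (2.06), *Sycp3* (1.59) and *Tuba3a* (1.20). The primitive endoderm list was led by *Dab2* (1.32), *Lamb1* (1.27) and *Col4a2* (0.90), and the trophoblast list by *Krt8* (0.65), *Tfap2c* (0.48) and *Eomes* (-0.39). The primed list was led by *Zic2* (0.66), *Otx2* (-0.61) and *Dnmt3b* (-0.52), the S phase list by *Cdca7* (-0.61), *Ccne2* (0.54) and *E2f8* (-0.46), and the partner list by *Trim28* (-0.54), *Setdb1* (0.47) and *Ehmt2* (-0.42).

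Among all genes of at least 10 CPM in one or both libraries, high log2 ratios belonged to *Foxd1* (5.01, from 2.49 to 112 CPM), *Ly6c1* (4.41), *Cyp1a1* (4.27, from 3.62 to 88.2 CPM), *Usp17la* (3.98), *Akr1c18* (3.90), *Dnaic2* (3.86), *Gpnmb* (3.79), *1700003E24Rik* (3.78) and *Usp17le* (3.72). The lowest belonged to *Slc7a3* (-2.61, from 91.5 to 14.2 CPM), *Inhbb* (-2.40), *Utf1* (-2.16, from 176 to 38.6 CPM), *Gm46332* (-1.94), *Rbfaos* (-1.89), *Myl9* (-1.87), *Rnf165* (-1.84), *Apela* (-1.69), *Pimreg* (-1.66) and *Pdzd4* (-1.66). Of the 20 genes selected by the naming rule, 6 stayed among the 10 highest or 10 lowest when at least 50 CPM was required.

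**Figure D4:**
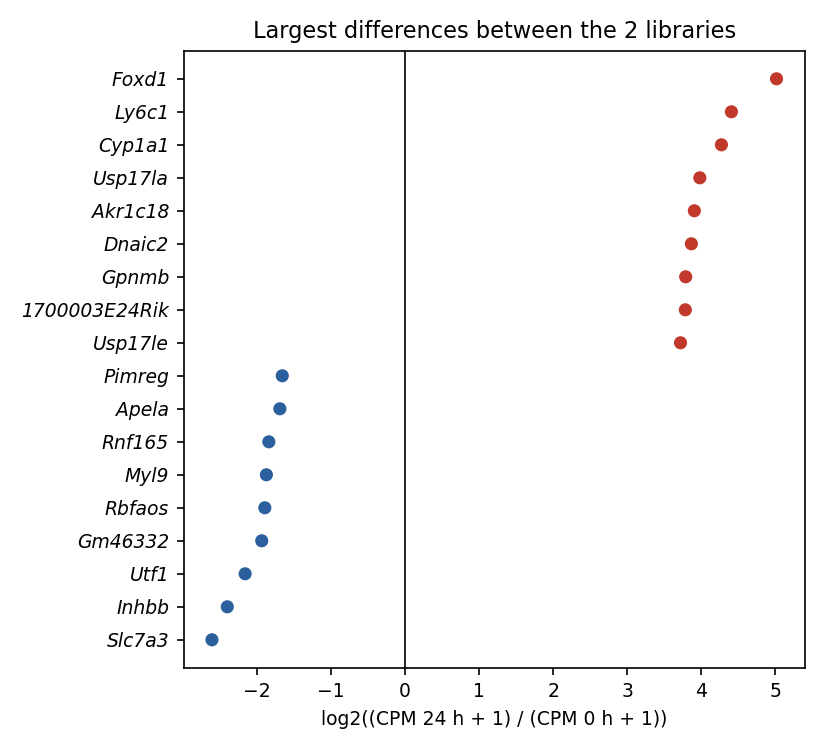
Log2 ratio of CPM at 24 h over 0 h, with 1 CPM added, for 9 genes with high (red) and 9 with low (blue) ratios among genes of at least 10 CPM in one or both libraries. Ratios ran from 5.01 for *Foxd1* to -2.61 for *Slc7a3*.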

Values the study reported

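The study placed 622 of 8432 cells (7.38%) with RBBP4 depleted near 2C embryos after integration with published embryo transcriptomes. Without degradation the corresponding number was 97 of 9122 cells (1.06%), so the study gave an increase of about 7-fold.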

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

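The test of free RNA in left-out barcodes was revised after its value was seen, and *Rbbp4* was singled out after its values were seen.

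Barcodes left out by the filter were kept out of the main values of the report, and they carried 2C transcripts too. The filter left out 1420 barcodes at 24 h and 608 at 0 h, of which 1078 and 233 had the 5000 UMIs needed for thinning, and the shares in this paragraph cover only barcodes of that depth. At least 3 naming genes were found in 52 of 1078 left-out barcodes (4.82%, 3.62 to 6.28) at 24 h, above the 6 of 233 (2.58%, 0.951 to 5.52) at 0 h, although the intervals overlap. Free RNA from 2C-like cells would spread over all barcodes. UMIs spread independently at the mean levels of these barcodes would have given at least 3 naming genes in 75.4% of them at 24 h, far more than the 4.82% seen, which argues against free RNA as the whole source. The first form of this test named only an excess as evidence against free RNA, and was changed because the UMIs lay in fewer barcodes. Cells with these transcripts passed 10% mitochondrial UMIs more often than other cells in both libraries, at 22.7% (17.4 to 28.7) against 13.8% at 24 h and 12% (6 of 50, 4.53 to 24.3) against 2.71% at 0 h. The filter may therefore remove 2C-like cells of that depth more often than other cells, although its removal left the ratio of shares in the 2C-like cluster at 4.52 over all barcodes. Shallower barcodes were not tested. Whether their mitochondrial share reflects damage or cell state was not tested.

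The contrast of *Rbbp4* between 2C-like and other cells went opposite ways in the libraries. The log2 ratio was 0.93 at 0 h (75.8 against 39.9 CPM) and -0.089 at 24 h (66.3 against 70.5 CPM), where the ratio of 0.940 (0.852 to 1.04) was within counting error. With stricter cells, which left only 17 cells in the cluster at 24 h, the log2 ratio at 24 h was 0.71. That is the same direction as at 0 h, so the opposite directions depend on the cells kept. The difference between the libraries was not tested, and the 0 h value rests on 104 UMIs. A rise of *Rbbp4* RNA in other cells, with a log2 ratio of 0.82 between the libraries outside the cluster, may account for the change in contrast. No biological explanation was tested.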

How the results depend on the processing

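The ratio of shares of 2C-like cells stayed within its counting interval under all 10 clustering alternatives, from 3.78 to 5.63. The ratios for the Zscan4 family and for at least 3 naming genes stayed within theirs under every thinning depth, threshold and cell set except stricter cells, where they were 8.21 and 9.08. Stricter cells kept 391 cells at 24 h, 250 of them deep enough to thin, which limits those values. At 24 h they were shallower than the main cells, and 113 of them fell in a shallow cluster with few mitochondrial UMIs. The 2C-like cluster then held 24 cells at 0 h and 17 at 24 h, which limits its contrasts with other cells. Leaving out cells marked by Scrublet was not run, as 1 cell per library was marked. No other class was named in any clustering, so shares of other named clusters have no value. Use of all barcodes, of the highest doublet scores and of the 100 leading genes was chosen after seeing the data. Causes were not tested unless stated. No paired analysis was possible because there was 1 library per group.

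Scaling by the median of gene ratios lowered the log2 ratios together. *Rbbp4* went from 0.81 to 0.57, *Rbbp7* from -0.020 to -0.25, the summed 2C readout genes from 3.18 to 2.95, and *Klf4* from 0.025 to -0.21. List medians became 0.81 for 2C naming, 2.64 for 2C readout, -0.36 for pluripotency, 0.57 for primitive endoderm, 0.26 for trophoblast, 0.43 for p53 targets, 0.33 for germline, -0.28 for S phase, -0.60 for G2/M and -0.34 for partner genes. Without mitochondrial and ribosomal protein genes the 2C naming median was 1.03.

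With each cell weighing the same, the summed 2C readout ratio was 2.86, and medians were 1.24 for 2C naming, 2.64 for 2C readout, -0.15 for pluripotency, 0.71 for primitive endoderm, -0.33 for G2/M and -0.069 for partner genes. With all barcodes the summed readout ratio was 3.11 and the 2C naming median 1.28.

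With stricter cells *Rbbp4* was at 1.06, *Rbbp7* changed sign to 0.16, and the summed readout ratio was 3.83. Medians were 2.00 for 2C naming, 3.57 for 2C readout, -0.20 for pluripotency, 1.16 for primitive endoderm, 0.74 for trophoblast, 0.85 for p53 targets, 0.97 for germline, -0.28 for G2/M and -0.051 for partner genes.

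A pseudocount of 0.1 CPM gave medians of 1.93 for 2C naming, 3.01 for 2C readout, 0.47 for primed, 1.33 for primitive endoderm, 0.63 for trophoblast and 0.65 for germline genes. A pseudocount of 10 CPM gave 0.19, 1.49, 0.020, 0.47, 0.15 and 0.20 for the same lists, 0.59 for p53 targets and -0.32 for G2/M. Only genes of at least 1 CPM gave 1.72 for 2C naming, 0.45 for primed, 1.20 for primitive endoderm and 0.59 for germline. Of the 20 genes with the largest differences, 13 were kept with stricter cells, 11 with the larger pseudocount and 6 with at least 50 CPM, where fewer genes qualify.

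Phase ratios depended on depth. For G1 the ratio was 0.864 at 2500 UMIs, 0.205 at 10000 UMIs and 0.190 without thinning, and it crossed 1 with stricter cells, to 1.33. For S it was 1.26 at 2500 UMIs, 1.26 without thinning, 1.06 with stricter cells and 1.25 with all barcodes. For G2/M it was 0.899 without thinning, 0.951 with stricter cells and 0.895 with all barcodes.

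The log2 ratio of the summed readout genes in 2C-like over other cells was 10.64 at 0 h and 8.05 at 24 h. At 0 h it was 10.86 at resolution 0.5, 10.91 at resolution 2, 10.96 with markers allowed, 9.996 with stricter cells, 10.38 when thinned and 10.14 without the 100 leading genes. At 24 h it was 8.12 at resolution 0.5, 8.27 with markers allowed, 7.56 with stricter cells, 8.16 without the highest doublet scores, 7.92 when thinned, 8.24 with all barcodes, 7.66 without the 100 leading genes and 7.96 with each library on its own. *Nanog* in the same contrast at 24 h changed sign from 0.048 to -0.028 at resolution 0.5, -0.17 with stricter cells, -0.059 with all barcodes and -0.013 without the 100 leading genes. *Sox2* changed sign with stricter cells, to 0.035 at 0 h and 0.038 at 24 h. Single genes and shares of 1 library had 897 values under alternatives. Of these, 16 changed sign. In 8 of the 16 the counting interval had excluded 0, and these are given above. In the other 8 the interval had included 0: *Sall4* over all cells with equal weight for each cell (0.046) and with stricter cells (0.18), *Rbbp4* in the class contrast at 24 h with stricter cells (0.71), and *Klf4* in that contrast at 24 h under 5 alternatives, at most to -0.62 with stricter cells. Apart from the 8 whose interval had excluded 0, 351 values left the counting interval and 538 stayed within it.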

Other observations

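Tests of *Rbbp4* by cell class, doublets, free RNA in cells with 1 to 4 UMIs, *Usp17le* and *Cyp1a1* by cell class were chosen after the results were seen. The test on receptor target genes was written after *Cyp1a1* was seen and before its other targets were looked at.

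The share of cells in the 2C-like cluster was 4.91% over 7012 filtered cells at 24 h and 1.06% over 8514 filtered cells at 0 h, while the study counted over 8432 and 9122 cells, the totals of all deposited barcodes. With all deposited barcodes clustered, the shares here were 5.30% (4.83 to 5.80) of 8432 and 1.17% (0.962 to 1.42) of 9122. The study's cells were chosen by position near embryos and these by a rebuilt cluster name, so a difference may come from the naming, and no direction is drawn. The ratio of shares was 4.64 over filtered cells and 4.52 over all barcodes.

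The larger share of 2C-like cells at 24 h was weighed against technical sources. A difference in depth would bring the ratio of shares to about 1 when cells are thinned to 5000 UMIs before clustering, and it was 4.40 (3.46 to 5.65). The mitochondrial filter would bring it to about 1 over all barcodes, and it was 4.52 (3.65 to 5.63). Doublets would raise the depth of 2C-like cells, whose median UMIs at 24 h were 0.837 times those of other cells. These values argue against each as the whole source. A difference between the 2 cultures or library preparations cannot be separated from the treatment.

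The rise of the summed 2C readout genes was divided by cell class. Within 2C-like cells the ratio of levels was 1.87 (1.80 to 1.95), less than the 9.07 over all cells, which argues against more UMIs per 2C-like cell as the whole source. In other cells the ratio was 11.3 (9.82 to 13.0), at low levels.

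Transcripts of the Zscan4 family outside the 2C-like cluster may come from free RNA in part. At 24 h 35 outside cells held at least 5 UMIs (24.4 to 48.7), against 0.0162 cells under a Poisson law at their mean level, which argues against free RNA for those cells. For cells with fewer UMIs the tables do not decide. Their level was 3.07% of the library level at 24 h (2.82 to 3.34) and 4.21% at 0 h (3.41 to 5.14). Over all outside cells it was 5.17% (4.84 to 5.51) and 5.04% (4.16 to 6.05). The 2 forms of the test differ, and the amount of free RNA need not be equal in 2 libraries, so free RNA and low expression cannot be told apart for these cells. For *Usp17le* the level in 2C-like cells at 24 h was 64.2 times that in other cells (58.9 to 70.0), against 371 times (338 to 407) for *Zscan4c*. Free RNA would give both genes the same value, so it is not the whole source for *Usp17le*. Reads shared with paralogs remain open.

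*Rbbp4* RNA was higher after its protein was targeted. A larger share of 2C-like cells does not account for it, as the log2 ratio outside the cluster was 0.82. Scaling would leave nothing after the median log2 ratio, taken over 8913 genes, is subtracted, and 0.73 remained. Under scaling by the median of gene ratios the log2 ratio was smaller, at 0.57. One hypothesis is feedback on the transcript when the protein is lost, which may fit these values but was not tested. An effect of the inserted tag on capture of the transcript's end would act in both libraries.

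The mitochondrial share was higher at 24 h, at 7.91% of all UMIs against 5.92% over all deposited barcodes. A difference in depth would remove this at like depth, but the median share was higher at 24 h in 9 of 10 bins of depth, with the shallowest bin the exception (8.68% against 9.38%). A few genes would not move all of them, and 12 of 12 mitochondrial genes of at least 10 CPM were higher. Cell stress and an effect of RBBP4 loss were not tested.

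*Cyp1a1*, a classic target of the aryl hydrocarbon receptor, was among the 3 genes with the highest ratio. Outside the 2C-like cluster it rose from 3.60 CPM (3.31 to 3.91) to 89.7 CPM (88.2 to 91.2), and inside the cluster it was at 52.6 CPM (47.2 to 58.5) at 24 h, so the rise was not limited to that cluster. After thinning it was detected in 1684 of 6267 outside cells (26.9%, 25.8 to 27.99) at 24 h and 101 of 8131 (1.24%, 1.01 to 1.51) at 0 h, and in 14.8% (11.1 to 19.3) of cluster cells at 24 h. Without thinning the shares of all cells were 47.6% and 3.18%. No cell type that should lack *Cyp1a1* was at hand as a background, so how many of these cells express it stays open. Auxin is an indole compound, and a candidate explanation is that it acts on this receptor apart from RBBP4. In a list of 12 other receptor targets, 11 were higher at 24 h, and the list median of 0.34 lay at percentile 99.3 of matched random lists. *Ahrr* rose from 0.349 to 5.70 CPM and *Cyp1b1* from 0.374 to 3.47 CPM, the largest log2 ratios of the list, both below 10 CPM. The 5 targets of at least 10 CPM differed less. *Gstm1* was lower, with a ratio of 0.894 (0.856 to 0.935). Ratios were 1.04 for *Ugdh*, 1.22 for *Tiparp*, 1.30 for *Nqo1* and 1.36 for *Nfe2l2*. The percentile is not specific, since 6 of the 11 other lists lay above percentile 99. Cells given auxin without the degron are not analysed here, so auxin and RBBP4 loss are confounded in these 2 libraries. The study has other evidence on this for the 2C genes. It gave auxin to cells with a degron on *Rbbp7* and reported few altered genes and little effect on 2C genes. It also reported higher 2C genes after knockdown of *Rbbp4* by short hairpin RNA. *Cyp1a1* in those cells was not examined here.

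Clusters 10 and 11 were shallow, with median UMIs of 1276 and 2420. Cluster 10 held 40 cells at 0 h and 128 at 24 h, and cluster 11 held 29 and 131, with a median mitochondrial share of 1.62%.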
